A study of Mus musculus with 3 samples. Its data were reported in "Extensive folding variability between homologous chromosomes in mammalian cells" (2025).

How the data were processed

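The data were 3 lists of enriched regions from chromatin immunoprecipitation sequencing (ChIP-seq) of F123 cells, a male mouse embryonic stem cell line derived from a cross between the S129 and CAST strains. The lists held H3K27me3, the histone mark laid down by Polycomb repressive complexes, and 2 forms of RNA polymerase II, named Pol2-S5p and Pol2-S7p after the phosphate that the C-terminal repeats of the largest subunit carry at serine 5 or at serine 7. Each mark had 1 library, so each library formed a group of its own and no result had replicates.

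Per the labels and the methods of the study, single-end reads of 75 bp were aligned by the authors with Bowtie2 2.3.4.3 to mm10, with the positions of strain variants masked. Enriched regions were called by the authors in each library with the Bayesian change-point peak finder in its mode for histone modifications with default settings. The deposited tables gave a position, a width and a score for every region. The unit of the deposited score was not stated in the sources used here, and the score was therefore used only to rank or filter regions within a list. The deposited width, in bp, was an other kind of value, a multiple of 200 bp, and equalled the distance from start to end. The files carried no read counts, so the depth behind each region was not used here.

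Gene positions were taken from GENCODE release M21 on GRCm38, the assembly also called mm10, and sequence from the reference chromosomes of the same assembly. Protein-coding genes (21938) and long noncoding RNA genes (13374) on 21 chromosomes were used. Coordinates are given counting from 1. Scripts were written in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

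Regions of different lists were counted as overlapping from 1 bp on. Shares were given with exact Clopper-Pearson intervals at 95%, which cover counting error only. Shared length was compared with 1000 circular shifts of one list along each chromosome, on a grid of 200 bp, in a one-sided permutation test whose smallest possible p was 0.001. Regions were also counted in bins of 200 kb, with intervals from 1000 resamples of chromosomes. Promoter states were adapted from the scheme of the study. A window of 2 kb centred on the transcription start site (TSS) was positive for a mark when a region touched it. For genes with several starts, the start with the longest Pol2-S5p coverage was used, then Pol2-S7p coverage, then the longest transcript, then the first identifier. Promoters with Pol2-S5p and Pol2-S7p and without H3K27me3 were called Active, those with all 3 marks PRC-Active (PRCa), those with H3K27me3 and Pol2-S5p and without Pol2-S7p PRC-repressed (PRCr), and those with no mark Inactive. The other combinations were counted by the marks they held. The study ranked starts by reads and set a read threshold, which could not be applied to region lists, so region coverage took the place of reads and no threshold was set. It also excluded overlapping genes, which was not done here. Genes whose TSS window overlapped that of another gene (6750) were left out of the counts, which leaves 28562 genes, and were kept in the gene lists.

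A total of 23 gene lists were fixed before the data were examined: 14 genes taken from the text of the study, which names others too, Hox genes, developmental transcription factors, pluripotency genes, Polycomb subunits, histone genes, ribosomal proteins, oxidative phosphorylation, glycolysis, proteasome, signalling ligands and receptors, imprinted genes, germline genes, markers of fibroblasts, extraembryonic cells, neurons and blood and immune cells, secreted liver proteins, olfactory receptors, vomeronasal receptors, clustered protocadherins, zinc finger genes and cell cycle genes. A symbol with several gene records was counted once per record, 1 symbol (Tf) was not in the annotation, and no pair of lists fixed beforehand shared more than 5 members. The share of each list in a state was set beside 10000 random lists of as many protein-coding genes, as a description without a p-value, since genes are not replicates. Random runs of neighbouring genes were compared with the protein-coding members of a list. A further 4 families were chosen after their values were seen. Genes were named by a rule also fixed before the data were examined: genes at the 10 widest and the 10 highest-scoring regions of each mark, up to 4 members per promoter state of each list (ranked by H3K27me3 coverage of the window in states with that mark and by the width of the Pol2-S5p region in the others, ties by symbol), and all genes of the list taken from the study. Some of the genes that the rule gives are not reported here.

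The functions were tested on simulated data. Of 100 pairs of simulated lists without planted sharing, 4 had a permutation p at or under 0.05, and of 100 pairs with a planted share of 30% all 100 did. The states of 1195 of 1195 simulated promoters were recovered. Of 200 random gene lists, 9 lay outside the central 95% of random lists. Alternatives tried were other windows, starts, gene sets, region filters, overlap minimums, merging distances, bin sizes and null models, with their effect given in the closing section.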

Results

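The data describe where H3K27me3, Pol2-S5p and Pol2-S7p were enriched in F123 mouse embryonic stem cells, with 1 library per mark and no replicates. Pol2-S5p is carried by RNA polymerase II near the start of transcription and also at many Polycomb-bound promoters, and Pol2-S7p by polymerase at productive genes. Positions are in mm10. The region files carry no read counts and library depth was not used here, intervals are exact Clopper-Pearson intervals at 95% and cover counting error only, and the score is the value of the authors' peak finder, in a unit that is not stated.

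The first comparison asked how far each mark extended and over which genes. Genes in the 10 widest H3K27me3 regions included Pax7, which directs muscle and neural crest progenitors, Hmx1, a homeobox gene of sensory organs, and the adhesion genes Cdh4, Cntn2 and Nfasc, and also, in 1 region with 33 protein-coding genes, the deacetylase gene Sirt6 and the cell cycle gene Fzr1. The widest Pol2-S5p and Pol2-S7p regions lay over genes such as Smarca4, which encodes a chromatin remodelling ATPase, Carm1, an arginine methyltransferase, and Psmd1, a proteasome subunit. They held between 1 protein-coding gene, as at Agap1 for Pol2-S5p and Hdac4 for Pol2-S7p, and 32. Most regions of all 3 marks were narrow.

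H3K27me3 had 17342 regions that covered 236 Mb, or 8.67% of the chromosomes. Pol2-S5p had 29222 regions over 330 Mb (12.1%) and Pol2-S7p 22320 regions over 261 Mb (9.58%). The median width was 3400 bp for H3K27me3 (quartiles 1400 and 10600 bp), 2000 bp for Pol2-S5p (1000 and 8600 bp) and 2200 bp for Pol2-S7p (1000 and 10600 bp). The means were 13631, 11296 and 11700 bp, since a minority of wide regions held most of the length. Regions over 10 kb made up 25.7% of H3K27me3 regions and 83.6% of their length, 22.9% and 84.9% for Pol2-S5p, and 25.6% and 85.0% for Pol2-S7p.

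The widest H3K27me3 region, on chromosome 4 from 139515600 to 140291399, was 775.8 kb wide. It covered the promoters of Pax7, Iffo2, Aldh4a1, Tas1r2, Klhdc7a and Igsf21, and regions of Pol2-S5p and Pol2-S7p lay inside it. The next on chromosome 4, of 578.4 kb, held the promoter of Ajap1, a gene of cell junctions. A region of 510.8 kb on chromosome 15 covered Il2rb, an interleukin receptor subunit of lymphocytes, Sstr3, a somatostatin receptor of neuronal cilia, Rac2, a GTPase of blood cells, and the Notch modifier Mfng. A region of 503 kb on chromosome 5 covered Hmx1 and Adra2c, an adrenergic receptor, and one of 466.4 kb on chromosome 1 covered Cntn2, Nfasc and Lrrn2. Cdh4, a cadherin of the retina and brain, stood alone in a region of 427.4 kb on chromosome 2.

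The widest Pol2-S5p region, of 531 kb on chromosome 16, ran over Clec16a, the cytokine inhibitor Socs1, Litaf and the sperm packaging genes Prm1, Prm2, Prm3 and Tnp2. The promoters of Prm1, Prm2, Prm3 and Tnp2 also lay in an H3K27me3 region of 80800 bp. A Pol2-S5p region of 441.4 kb on chromosome 2 held Zmynd8 and the nuclear receptor coactivator Ncoa3, and one of 425.8 kb on chromosome 8 held Gse1. On the X chromosome a region of 406.2 kb ran over Eras, a growth gene of embryonic stem cells, the deacetylase Hdac6, the histone methyltransferase Suv39h1 and the erythroid factor Gata1. The widest Pol2-S7p region, of 366.4 kb on chromosome 14, covered Psme1 and Psme2, which encode proteasome activators, Irf9, Nedd8 and Tinf2, a telomere protein. Others covered Psmd1 and the nucleolar gene Ncl (365 kb, chromosome 1), Trappc8 and Rnf125 (343 kb, chromosome 18), and Apoe, Tomm40, Relb and Zfp296 (279.8 kb, chromosome 7). Carm1 and Smarca4 lay in a region of 322.2 kb of Pol2-S7p and one of 329.2 kb of Pol2-S5p with nearly the same ends. Of the 10 widest regions of each polymerase mark, this pair alone had no H3K27me3 region inside.

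**Figure D1:**
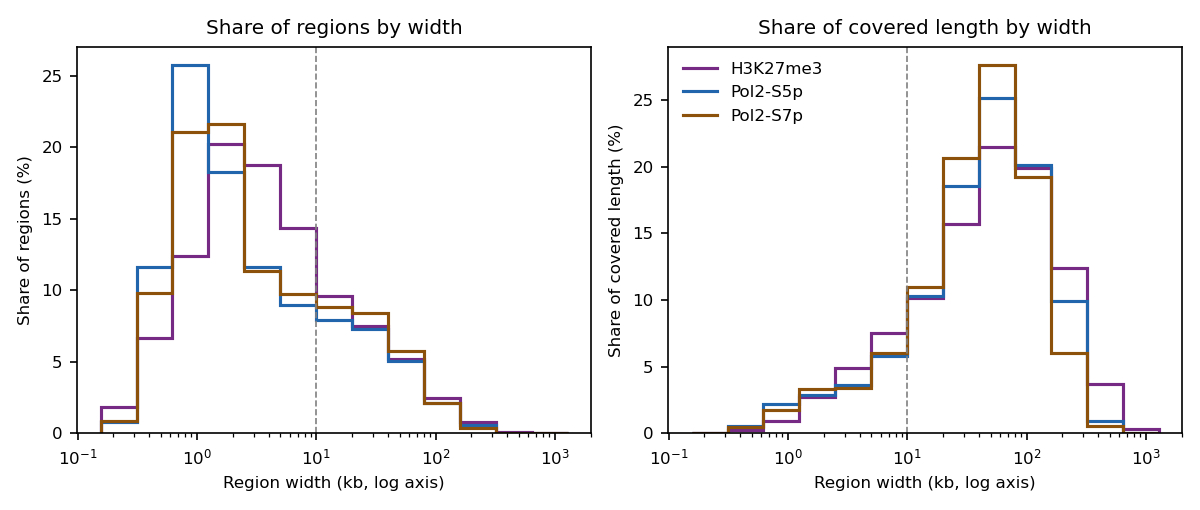
Widths of the regions of each mark on a log scale, as the share of regions and as the share of covered length. Regions over 10 kb were 25.7% of H3K27me3 regions, 22.9% of Pol2-S5p regions and 25.6% of Pol2-S7p regions, and held 83.6%, 84.9% and 85.0% of the length.

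The highest scores belonged to other places than the widest regions. Replication-dependent histone genes, whose transcripts are made in bulk during DNA synthesis, led the Pol2-S7p scores. The top Pol2-S7p region (score 172) lay in the body of the linker histone gene Hist1h1d, followed by a region over Hist1h2bq, Hist1h2ao and Hist1h4m (170) and one over Hist1h1b (159). The Pol2-S5p region at Hist1h1d scored 196. The annotated start of Hist1h1d lies upstream of that region, and its promoter window held Pol2-S7p only. This was 138 bp of a Pol2-S7p region of 1800 bp (score 82.8) that also lay in the promoter window of Hist1h4f. An H3K27me3 region of 1000 bp lay in the body of Hist1h1d, inside the top Pol2-S7p region, and was not counted in its state. Tex14, a gene of germ cell bridges, held Pol2-S7p regions of scores 158 and 146 in its body. The top Pol2-S5p region (271.7), on chromosome 17 from 39842800 to 39849199, covered the noncoding genes Gm26917, Gm42418 and AY036118. It touched no region of Pol2-S7p or H3K27me3, and whether polymerase II at these genes gave its score was not tested. The next Pol2-S5p region (215), in the body of Pcdh9, was 96.0% repeat-masked. The top H3K27me3 region, of 600 bp with a score of 192, lay in the body of Cers5, a ceramide synthase gene whose promoter was Active, and the next (177) over the promoter of the mucin gene Muc19. The promoter of Sfi1, a centriole gene, lay in an H3K27me3 region (114) and a Pol2-S5p region (142) that were both among the 10 highest of their mark. These regions overlap, and sequence that scores high with any antibody is weighed for such places in the closing section. Regions over 10 kb had lower median scores than the rest, 7.40 against 8.69 for H3K27me3, 8.30 against 12.2 for Pol2-S5p and 9.98 against 14.3 for Pol2-S7p.

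The second comparison asked how often the marks occupied the same places. Most Pol2-S7p regions touched Pol2-S5p, and H3K27me3 shared more of its regions with Pol2-S5p than with Pol2-S7p. Of the Pol2-S7p regions, 91.0% (interval 90.6 to 91.4) touched a Pol2-S5p region, and 70.5% (70.0 to 71.1) of Pol2-S5p regions touched one of Pol2-S7p. By length, 83.4% of Pol2-S7p lay in Pol2-S5p regions. Of the H3K27me3 regions, 59.4% (58.6 to 60.1) touched Pol2-S5p and 45.8% (45.1 to 46.6) touched Pol2-S7p. In the other direction, H3K27me3 touched 40.5% (39.9 to 41.02) of Pol2-S5p regions and 41.02% (40.4 to 41.7) of Pol2-S7p regions. Split by combination, 43.4% of H3K27me3 regions touched both polymerase marks, 16.0% Pol2-S5p without Pol2-S7p, 2.47% Pol2-S7p without Pol2-S5p, and 38.2% neither. When at least 50% of the region had to be covered, the share of H3K27me3 regions with Pol2-S5p was 34.5% and with Pol2-S7p 23.4%. With H3K27me3 regions over 10 kb left out, a setting chosen after the data were seen, H3K27me3 touched 21.8% of Pol2-S5p regions and 21.5% of Pol2-S7p regions, and with only regions above the median score 27.2% and 26.4%.

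Pol2-S5p and Pol2-S7p shared 218 Mb, against a mean of 33.5 Mb (SD 2.66) over 1000 circular shifts along the chromosomes, a fold of 6.51. H3K27me3 shared 83.3 Mb with Pol2-S5p, against 31.0 Mb (SD 2.95), a fold of 2.68, and 46.9 Mb with Pol2-S7p, against 24.5 Mb (SD 2.24), a fold of 1.92. Each one-sided permutation p was 0.001, the smallest that these shifts can give. With shifts of at most 1 Mb, which keep the density of the neighbourhood, the folds fell to 2.76 for the polymerase pair and 1.16 for H3K27me3 with Pol2-S5p (one-sided permutation p 0.001 for each). For H3K27me3 with Pol2-S7p the direction turned. The shared 46.9 Mb lay below the mean of the local shifts, 53.5 Mb (range 48.8 to 58.4 Mb), a fold of 0.878 with a one-sided permutation p of 0.001 for lower sharing. H3K27me3 and Pol2-S7p thus lay in the same parts of the chromosomes and, within those parts, shared less length than displaced copies did. Promoters with both polymerase marks went the other way. H3K27me3 regions over 10 kb touched 2808 of them, against a mean of 2196 under local shifts, and narrower ones 1826, against 368. By length, 149 Mb carried H3K27me3 alone, 175 Mb both polymerase marks without H3K27me3, 40.6 Mb H3K27me3 with Pol2-S5p, and 42.7 Mb all 3 marks.

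**Figure D2:**
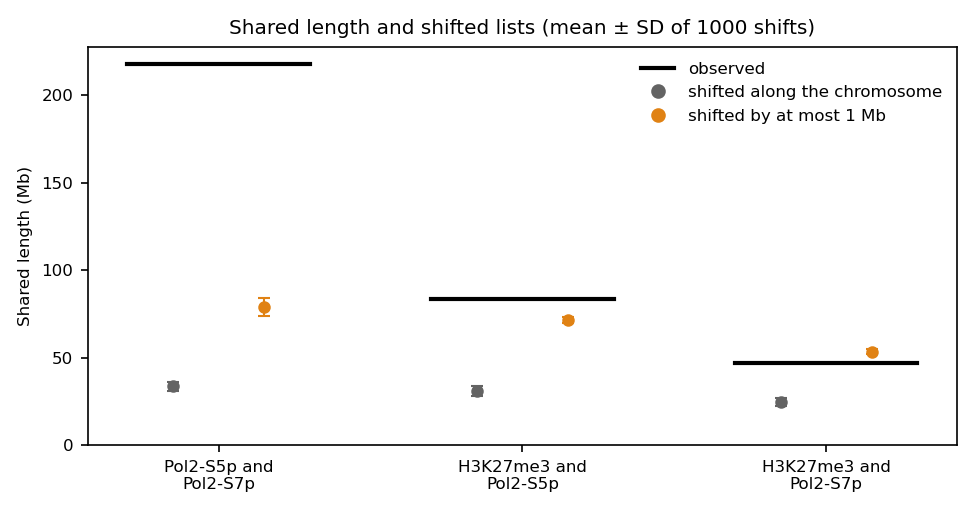
Length shared by each pair of marks in Mb, observed and as the mean of circular shifts along whole chromosomes and of shifts of at most 1 Mb, with error bars of 1 SD over 1000 shifts. H3K27me3 and Pol2-S7p shared 46.9 Mb, above the chromosome-wide shifts (24.5 Mb) and below the local ones (53.5 Mb).

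The counts of regions per bin of 200 kb followed the same order of pairs. Over 13640 bins, Pearson r was 0.801 (0.784 to 0.818 over resampled chromosomes; Spearman rho 0.825) for the polymerase pair, 0.447 (0.416 to 0.477; rho 0.511) for H3K27me3 with Pol2-S5p, and 0.415 (0.385 to 0.449; rho 0.470) for H3K27me3 with Pol2-S7p. Bins are not independent replicates, so no p is given. Promoter windows were touched by 39.4% of H3K27me3 regions, 40.8% of Pol2-S5p regions and 44.6% of Pol2-S7p regions, gene bodies without a promoter by 26.4%, 28.2% and 26.7%, and 34.2%, 31.0% and 28.7% lay between genes. Placed by their middle, only 15.8%, 20.3% and 20.3% of regions fell in a promoter window.

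The third comparison sorted promoters by the marks they carried. Active promoters were the most numerous marked class, and promoters with all 3 marks (PRCa) outnumbered those with H3K27me3 and Pol2-S5p alone (PRCr), the state of most Hox genes and of many other regulators of development. Among the PRCa promoters were the growth factor genes Bmp2, Bmp6 and Bmp7, which pattern the embryo, the Polycomb gene Bmi1 and the cyclin gene Ccnd1. Among the PRCr promoters were Pax7, Gad1 and Gad2, which encode enzymes that make the transmitter GABA, and the growth factor gene Igf2.

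Of 28562 genes, 7085 (24.8%, interval 24.3 to 25.3) were Active, 4631 (16.2%, 15.8 to 16.6) PRCa, 1838 (6.44%, 6.15 to 6.73) PRCr, 2238 (7.84%) carried H3K27me3 only, and 11525 (40.4%) were Inactive. A further 926 had Pol2-S5p only, 259 Pol2-S7p only and 60 H3K27me3 with Pol2-S7p. Among 17639 protein-coding genes, 5569 (31.6%) were Active and 4905 (27.8%) Inactive, and among 10923 long noncoding RNA genes 1516 (13.9%) and 6620 (60.6%). Pol2-S7p was present at 88.4% (87.7 to 89.1) of promoters with Pol2-S5p and no H3K27me3 and at 71.6% (70.5 to 72.7) of those with both. Of promoters with Pol2-S7p, 97.3% had Pol2-S5p. The classes differed in the ratio of observed to expected CpG, whose median was 0.548 at PRCa, 0.422 at PRCr and 0.412 at Active promoters, against 0.248 with H3K27me3 only and 0.161 at Inactive promoters. In the bodies of protein-coding genes of at least 10 kb, the median cover by Pol2-S7p was 78.7% for Active, 8.31% for PRCa and 0% for PRCr genes, and that by H3K27me3 was 9.78% for PRCa, 27.2% for PRCr and 54.4% for genes with H3K27me3 only.

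Many H3K27me3-positive promoters owed the mark to wide regions. The median H3K27me3 region was 18600 bp wide at PRCa promoters, 23800 bp at PRCr promoters and 30900 bp at those with H3K27me3 only, and it was over 10 kb at 60.6%, 64.9% and 70.0% of them. With such regions left out, 1826 of the 4631 PRCa promoters (39.4%, 38.0 to 40.9) stayed PRCa and 2805 became Active, and PRCr fell to 646 promoters. When H3K27me3 had to cover the whole window, another setting chosen after the data were seen, 3229 (69.7%) stayed PRCa. With only regions above the median score of their list, 1437 (31.0%) did, and the counts were 3836 Active, 1470 PRCa and 1005 PRCr promoters. Regions over 10 kb also held 84.9% of the Pol2-S5p length and 85.0% of the Pol2-S7p length. No setting left out polymerase regions for being wide, so how many promoters owed their polymerase marks to wide regions was not tested.

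The gene lists asked which kinds of genes held each state. Hox genes, which set positions along the body axis, were the list with the largest PRCr share, and all 39 carried H3K27me3. Of them, 29 (74.4%, 57.9 to 87.0) were PRCr, against 0 to 17.9% in the central 95% of random lists. Hoxa2, Hoxa10, Hoxa11 and Hoxa13 were among these, with Hoxa10, Hoxa11 and Hoxa13 in 1 H3K27me3 region of 103600 bp. Another 7 were PRCa, among them Hoxa4, Hoxb9 and Hoxc13, and 3 had H3K27me3 only, namely Hoxb1, Hoxb4 and Hoxb13. H3K27me3 covered 84.4% of the Hoxb cluster (chromosome 11, 96194316 to 96368256), and 100% of Hoxc (chromosome 15, 102921103 to 103036852) and of Hoxd (chromosome 2, 74668310 to 74765142). Pol2-S5p covered 23.9%, 23.2% and 38.9% of these clusters, and Pol2-S7p 11%, 2.16% and 3.10%. The Hoxa cluster stood apart in its Pol2-S5p cover of 74.0%, with 98.3% for H3K27me3 and 3.61% for Pol2-S7p. Of the 77.9 kb that Pol2-S5p covered there, 51.6 kb lay in 1 region. Its score of 7.92 was below the Pol2-S5p median of 10.8. That region gave Pol2-S5p to the PRCr promoters of Hoxa3, Hoxa5, Hoxa6, Hoxa7, Hoxa9, Hoxa10 and Hoxa11. Each Hox promoter lay in an H3K27me3 region over 10 kb, and none kept the mark with those regions left out.

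**Figure D3:**
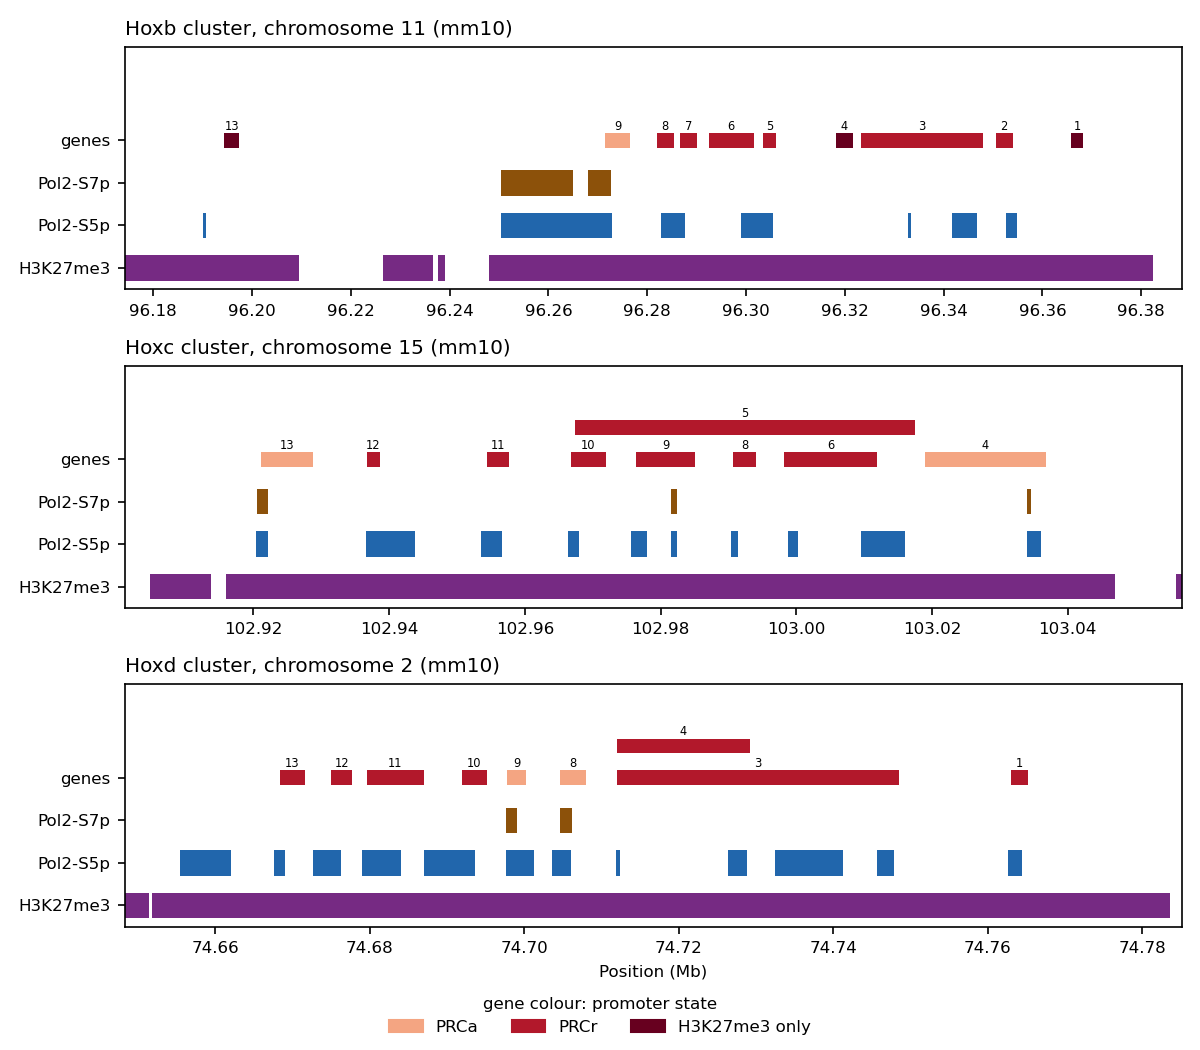
Regions of the 3 marks (bars) along the Hoxb, Hoxc and Hoxd clusters, with the position on each chromosome in Mb and the genes coloured by promoter state. H3K27me3 covered between 84.4% and 100% of each cluster, and Pol2-S7p at most 11%.

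The 156 developmental transcription factors all carried H3K27me3, 92 (59.0%, 50.8 to 66.8; random lists 3.85 to 12.2%) as PRCr, 58 as PRCa and 6 with H3K27me3 only. PRCr members included Alx4, a homeobox gene of the face and limb, Atoh1, which specifies hair cells and cerebellar neurons, and Barhl1, with Alx4 in an H3K27me3 region of 271200 bp. Ascl2, needed in the placenta, and Dlx4 and Dlx6 were PRCa. Alx1, the muscle factor Myf5, Nkx6-3 and the eye factor Pax6 had H3K27me3 only. Of 118 signalling ligands and receptors, 59 (50.0%, 40.7 to 59.3; random 16.9 to 32.2%) were PRCa and 35 (29.7%) PRCr. Bmp2, Bmp6, Bmp7 and Bmp8a were PRCa, and Bmp1, Bmp3, the Notch ligand gene Dll4 and the ephrin receptor gene Epha5 PRCr. Epha10, Fgf2, Fgf6 and Fgf23 had H3K27me3 only. The 11 Active members included Epha2, Ephb4 and Notch1, while Bmp5, Bmp10, Bmp15 and Fgf1 were Inactive. With H3K27me3 regions over 10 kb left out, 10.3% of the developmental factors (5.77% as PRCr) and 22.9% of the signalling genes carried the mark. Among all genes counted, PRCa then fell from 4631 to 1826 promoters and PRCr from 1838 to 646. Random ranges were drawn only for the states as reported, so here and below they do not apply to other region settings. Which lists would still stand apart from random ones without wide regions was not tested.

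Among 26 neuronal markers, 10 (38.5%, 20.2 to 59.4; random 0 to 19.2%) were PRCr, 8 PRCa and 4 had H3K27me3 only. Gad1, Gad2 and the glutamate receptor genes Grin1 and Grin2b were PRCr, and Chat, which makes acetylcholine, Camk2a and the neurofilament genes Nefl and Nefm were PRCa. Gria2, Snap25, Syt1 and Th, which serve synapses or dopamine synthesis, had H3K27me3 only, Elavl4 and Stmn2 were Active, and Dcx and Gria1 Inactive. Of 29 germline genes, 16 (55.2%, 35.7 to 73.6; random 10.3 to 41.4%) were PRCa, 6 PRCr and 5 had H3K27me3 only. Stra8, which starts meiosis, Sycp3 and Stag3 of the meiotic chromosome axis, and Piwil2 were PRCa. The germ cell helicase gene Ddx4, Figla, Sycp2 and Tdrd1 were PRCr, Nanos2, Piwil1, Piwil4 and Sohlh1 had H3K27me3 only, Tex14 was Active and Tex101 Inactive. H3K27me3 at germline promoters fell from 93.1% to 48.3% without regions over 10 kb and to 37.9% when the whole window had to be covered, and at neuronal promoters from 84.6% to 42.3% without such regions.

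**Figure D4:**
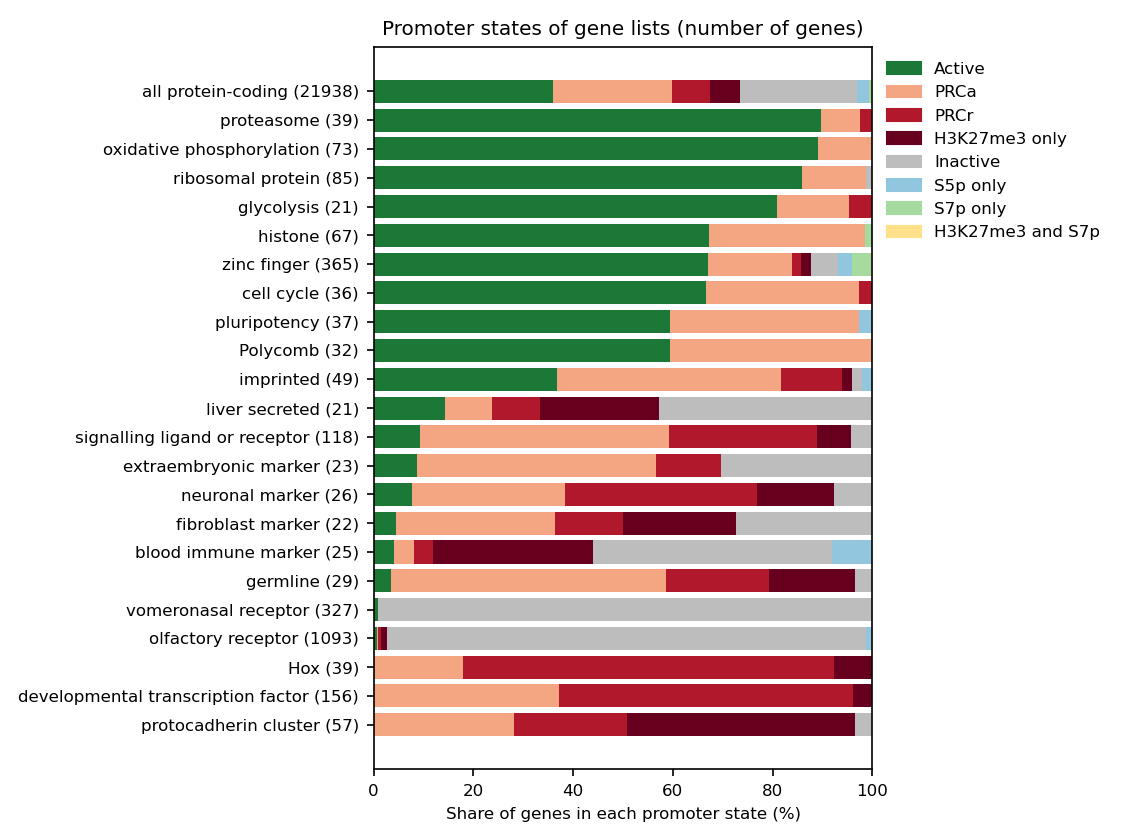
Percent of the genes of each list in each promoter state, with the number of genes per list. PRCr reached 74.4% in Hox genes and 59.0% in developmental transcription factors, and Active reached 89.7% in proteasome genes.

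Genes of the stem cell state and of basic metabolism were mostly Active. Of 37 pluripotency genes, 22 (59.5%, 42.1 to 75.2; random 21.6 to 51.4%) were Active, among them Esrrb and Tfcp2l1, factors of the naive state, Sall4, and the signal Nodal. The Pol2-S5p region was 109600 bp wide at Esrrb and 162000 bp at Sall4. The 14 PRCa members included Fgf5, a marker of primed cells, Lefty1, an inhibitor of Nodal, Dnmt3l and Dppa3, and Stat3, which relays the signal of leukaemia inhibitory factor, had Pol2-S5p only. Of 32 genes for Polycomb subunits, 19 (59.4%, 40.6 to 76.3; random 18.8 to 53.1%) were Active, such as Jarid2, Epop, Pcgf2 and Rbbp7, and 13 PRCa, such as Bmi1, Cbx6 and Aebp2, with Cbx6 in an H3K27me3 region of 134000 bp. Without H3K27me3 regions over 10 kb, 16.2% of pluripotency genes and 9.38% of Polycomb genes had the mark, against 37.8% and 40.6% with them. Of 36 cell cycle genes, 24 (66.7%, 49.0 to 81.4; random 22.2 to 52.8%) were Active, among them Ccnb1, Mcm6, Mycn and Trp53. Ccnd1, Cdk4, Cdk6 and the inhibitor Cdkn1b were PRCa, and Ccnd2 was PRCr. H3K27me3 was at 33.3% of cell cycle genes, and at 11.1% without regions over 10 kb.

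Active promoters made up 85.9% (76.6 to 92.5; random 25.9 to 45.9%) of 85 ribosomal protein genes, 89.0% (79.5 to 95.1; random 24.7 to 46.6%) of 73 oxidative phosphorylation genes, 81.0% (58.1 to 94.6; random 14.3 to 57.1%) of 21 glycolysis genes and 89.7% (75.8 to 97.1; random 20.5 to 51.3%) of 39 proteasome genes. Rpl10, Rps14, Ndufs7, Cox8a, Gapdh, Hk2, Tpi1, Psma6 and Psmb5 were Active. Among the exceptions, Eno2, the neuronal enolase, and Psmb8, a subunit of the immunoproteasome, were PRCr, and Rpl3l, a ribosomal protein of muscle, was Inactive. Aldoc, Hk1, Pfkl, Atp5d, Atp5o, Ndufa13, Psma7, Psmb9, Psmb11, Rpl17, Rpl18 and Rpl35 were PRCa. Hk1 lay in an H3K27me3 region of 283200 bp and Atp5d in one of 374400 bp. H3K27me3 was found at 12.9% of ribosomal, 11% of oxidative phosphorylation, 19% of glycolysis and 10.3% of proteasome genes, and without regions over 10 kb at 3.53%, 2.74%, 4.76% and 2.56%.

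Histone genes had polymerase marks almost throughout. Of 67, 45 (67.2%, 54.6 to 78.2; random 25.3 to 47.8%) were Active, 21 (31.3%) PRCa and Hist1h1d had Pol2-S7p only. Hist1h2ao, Hist1h2bq, Hist2h2aa1 and Hist2h3c1 were Active, and Hist1h2ad, Hist1h2ba, a testis variant, Hist2h2ab and Hist2h2ac were PRCa. H3K27me3 touched 13 of 54 promoters (24.1%, 13.5 to 37.6) in the large Hist1 cluster and 8 of 13 (61.5%, 31.6 to 86.1) in the smaller Hist2, Hist3 and Hist4 groups. This split of the list was made after the values were seen, and the higher share of the smaller groups rested on wide regions. There, Hist2h2ab, Hist2h2ac and Hist2h2be shared an H3K27me3 region of 41400 bp. Hist3h2ba and Hist3h2a shared one of 28200 bp, and Hist4h4 lay in one of 28000 bp. The marked Hist1 promoters lay in regions of at most 4800 bp. Without regions over 10 kb, 22.4% of all histone promoters had the mark, in the smaller groups Hist2h3c2 and Hist2h2aa2 alone. Only 11.9% of histone promoters carried H3K27me3 over the whole window. The Hist1 locus on chromosome 13, from 21715763 to 23934851, held 4 groups of histone genes with 40 Active, 13 PRCa and 1 promoter with Pol2-S7p only. The 35 records of vomeronasal receptor genes from the list between 22084440 and 23253906, and the pseudogene Vmn1r207-ps outside the list, were all Inactive, and H3K27me3, Pol2-S5p and Pol2-S7p covered 0.171%, 0.496% and 0.667% of that stretch.

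**Figure D5:**
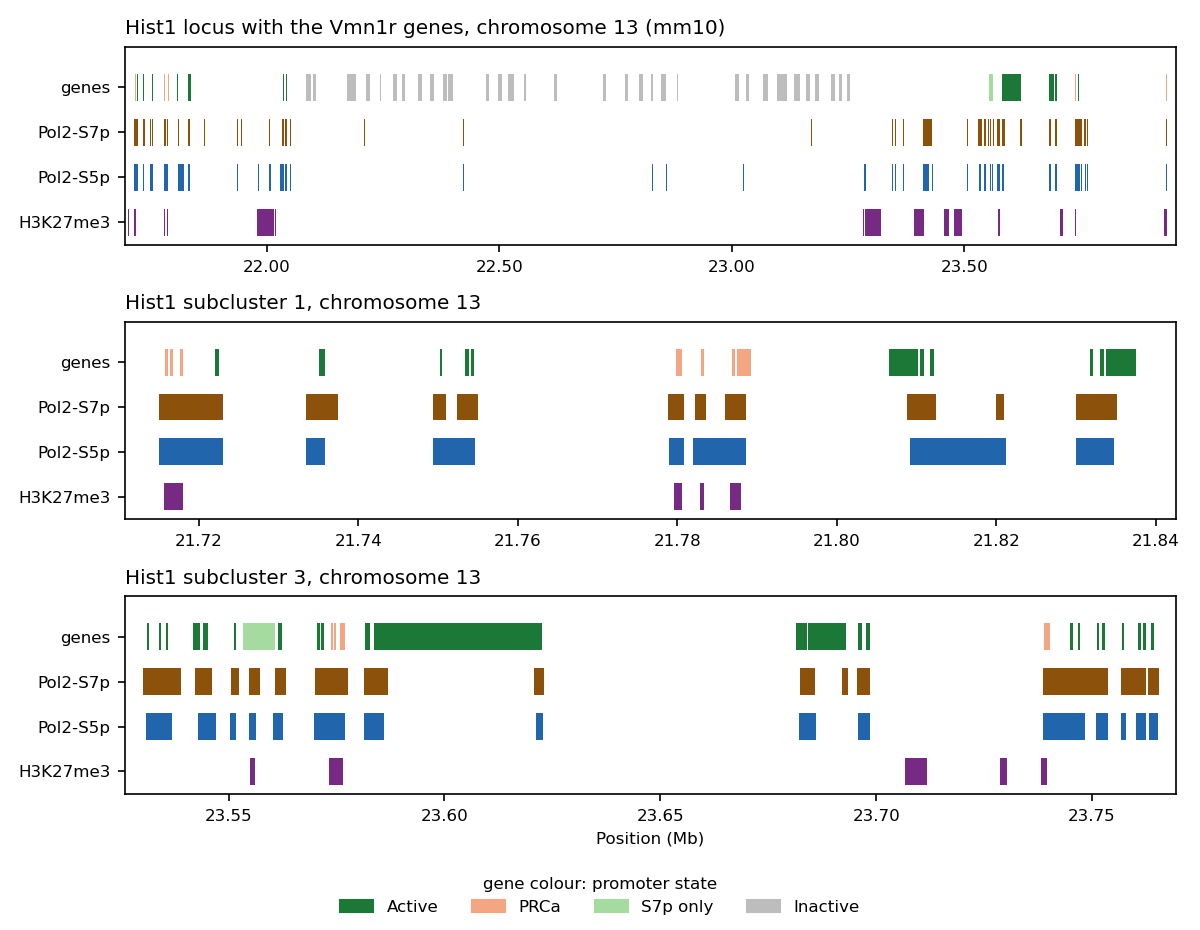
Regions of the 3 marks (bars) along the Hist1 locus, with the position on chromosome 13 in Mb and the genes coloured by promoter state. The 54 histone genes had polymerase marks, and the vomeronasal receptor genes between them had none of the 3 marks at their promoters.

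Imprinted genes, expressed from 1 parental allele, carried H3K27me3 more often than random lists. Of 49, 29 (59.2%, 44.2 to 73.0; random 24.5 to 51.0%) had the mark, with 22 (44.9%, 30.7 to 59.8; random 12.2 to 36.7%) PRCa, 6 PRCr and Slc22a18 with H3K27me3 only. Cdkn1c, a growth inhibitor, Dio3, which inactivates thyroid hormone, Ascl2 and Gatm were PRCa, and Igf2, Dlk1, Kcnk9 and Phlda2 PRCr. Cdkn1c, Phlda2 and Slc22a18 lay in 1 H3K27me3 region of 136600 bp, and Igf2 in one of 112000 bp. Gnas, H13, Mcts2 and Mirg were among the 18 Active members, Ndn was Inactive and Trappc9 had Pol2-S5p only. Without H3K27me3 regions over 10 kb, 26.5% of imprinted genes had the mark and 22.4% were PRCa, and with H3K27me3 required over the whole window the shares were 36.7% and 22.4%. The region lists hold no allele information, so the states are those of both alleles together. A list of 14 genes taken from the text of the study, which names others too, is no independent evidence, since the study chose them. It split into 5 Active (Apoe, Hist2h3c1, Hist2h4, Lin28a and Snrpn), 7 PRCa (Cdkn1c, Cdkn2b, Hist2h2ac, Hist3h2ba, Mapk13, Mest and Peg13) and 2 with H3K27me3 only (Hoxb1 and Hoxb13). The study gives Apoe, like Mapk13, as an example of PRCa, so Apoe differed here. H3K27me3 was at 64.3% of them (35.1 to 87.2; random 14.3 to 64.3%), the percentile 97.54 among random lists, and at 7.14% without regions over 10 kb. Among the 13 protein-coding members alone it was at 61.5%, the percentile 95.2 among random lists and 94.9 among random runs of neighbouring genes.

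Markers of other cell types were rarely Active. Of 22 fibroblast markers, Fn1 alone (4.55%, 0.115 to 22.8; random 18.2 to 54.5%) was Active. Embryonic feeder cells would express such markers too, and the study took feeders away before harvest. Col1a1, Col6a1, Col6a2 and S100a4 had H3K27me3 only, with Col1a1 in a region of 178400 bp, while Acta2, Col3a1, Dcn and Fap were Inactive. Pdgfra, Col5a1, Fbn1 and Loxl1 were PRCa, and Pdgfrb, Thy1 and Twist2 PRCr. Of 23 extraembryonic markers, 11 (47.8%, 26.8 to 69.4; random 8.70 to 43.5%) were PRCa, among them the endoderm factors Gata4 and Gata6, Dab2 and Amn. Sox17, Hand1 and Krt7 were PRCr, Lamc1 and Sparc, which encode basement membrane proteins, Active, and Afp, Cubn, Elf5 and Gcm1 Inactive. Of 25 blood and immune markers, 12 (48.0%, 27.8 to 68.7; random 8 to 40%) were Inactive, including Cd3e, Cd3g, Csf1r and Hbb-bs, and 8 (32%) had H3K27me3 only, including Cd4, Cd8a, Cd79b and Hba-a1. Cd68 was Active, Klf1 PRCa and Elane PRCr, and Cd79a and Gata1 had Pol2-S5p only. Of 21 secreted liver proteins, 9 (42.9%, 21.8 to 66.0; random 4.76 to 42.9%) were Inactive, including Alb, Fga, Cps1 and Cyp7a1, and 5 had H3K27me3 only, including Ambp, Apob, Apoc3 and Itih1. Apoa2, F2 and Serpinc1 were Active, Apoa1 and Apoh PRCa, and Ahsg and Trf PRCr. Without regions over 10 kb, H3K27me3 fell from 68.2% to 18.2% of fibroblast, from 60.9% to 17.4% of extraembryonic and from 40% to 8% of blood and immune markers.

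Large receptor families had almost no marks, and clustered protocadherins carried H3K27me3 at nearly all promoters. Of 1093 olfactory receptor genes, 1049 (96.0%, 94.6 to 97.1; random 21 to 26%) were Inactive, and of 327 vomeronasal receptor genes 323 (98.8%, 96.9 to 99.7; random 19 to 28.1%). No vomeronasal promoter of 327 carried H3K27me3, which allows a share of up to 1.12%, and 2.10% of olfactory ones did, or 0.915% without regions over 10 kb and 1.01% with the whole window covered. Of 57 protocadherin genes, whose products give neurons their surface identity, 26 (45.6%, 32.4 to 59.3; random 0 to 12.3%) had H3K27me3 only, 16 were PRCa and 13 PRCr. Pcdha3, Pcdha4 and Pcdha5 lay in 1 H3K27me3 region of 24600 bp, Pcdha9, Pcdhac2, Pcdhga4 and Pcdhga5 were PRCr, and Pcdhga9, Pcdhga11, Pcdhga12 and Pcdhb18 PRCa. Pcdhb11 and Pcdhb15 were Inactive. H3K27me3 at protocadherin promoters fell from 96.5% to 50.9% without regions over 10 kb and to 42.1% when the whole window had to be covered. Of 365 zinc finger genes, many of which repress transposable elements, 245 (67.1%, 62.0 to 71.9; random 31.0 to 40.8%) were Active, such as Zfp296, Zfp532, Zfp710 and Zfp866, and 61 PRCa. Pol2-S7p only marked 14 of them (3.84%, 2.11 to 6.35; random 0 to 1.10%), including Zfp534, Zfp600, Zfp933 and Zfp960, with Zfp600 in a Pol2-S7p region of 74800 bp. The share of zinc finger genes in this state was not followed under other settings. Among all genes counted, the state was sensitive to region filters. It held 259 promoters, 508 with regions of at least 1 kb and 842 with only regions above the median score. H3K27me3 was at 20.8% of zinc finger promoters, at 10.7% without regions over 10 kb and at 12.9% with the whole window covered.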

Values the study reported

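The study reported 6435 active genes, 12968 inactive genes, 1716 PRC-repressed genes and 5082 Polycomb-Active genes from the promoter states of these 3 marks. It excluded 3558 overlapping genes and 6855 genes with close start sites from that classification. The average widths of the H3K27me3 and RNA polymerase II regions were given as between 2000 and 3400 base pairs.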

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

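Alternatives changed 1 choice at a time, except that random runs of neighbouring genes also left out noncoding members of the lists. The settings without H3K27me3 regions over 10 kb, with H3K27me3 over the whole window, and without chromosome Y were chosen after the data were seen, as was the state followed for each gene list, and the rest before the data were examined. No paired analysis was possible because each mark has 1 library and no result compares replicates. Where a change follows from how a setting is built, this is said; otherwise the cause was not tested.

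The fold of shared length kept its side under 11 of 12 alternatives. With shifts of at most 1 Mb the fold of H3K27me3 with Pol2-S7p turned to 0.878. The number of regions stayed within 1.5 times under 9 of 12 alternatives and the covered length under 6 of 9. State counts did so under 69 of 88, and the shares of gene lists stayed within their intervals under 138 of 174. The percentile of a list among random lists kept its side under 28 of 29. With random runs of neighbouring genes, the percentile of H3K27me3 for the genes taken from the study was 94.9, against 97.54 with all 14 members and single genes. Most of this change came with the noncoding member left out, since the 13 protein-coding members were at 95.2 among random lists of single genes.

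With only regions above the median score, the counts were by construction 8671 for H3K27me3, 14611 for Pol2-S5p and 11160 for Pol2-S7p, and the covered lengths 88.6, 103 and 80.5 Mb. The states were then 3836 Active, 1470 PRCa, 1005 PRCr, 1557 Pol2-S5p only, 842 Pol2-S7p only and 275 H3K27me3 with Pol2-S7p. Pol2-S5p was touched by Pol2-S7p in 61.9% and Pol2-S7p by Pol2-S5p in 80.4% of regions, H3K27me3 by Pol2-S5p in 43.0% and by Pol2-S7p in 31.99%, and H3K27me3 touched 27.2% of Pol2-S5p and 26.4% of Pol2-S7p regions. Fewer regions leave less to touch.

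In the same order of shares, a minimum of 50% of the region gave 61.2%, 80.0%, 34.5%, 23.4%, 31.2% and 30.1%, and regions of at least 1 kb gave 69.4%, 84.6%, 56.8%, 42.5%, 43.8% and 40.3%. The latter also gave 508 promoters with Pol2-S7p only and 112 with H3K27me3 and Pol2-S7p. On autosomes the first 4 shares were 71.8%, 91.5%, 60.1% and 46.6%. Merging regions closer than 1 kb gave 60.2% for H3K27me3 by Pol2-S5p and 46.7% by Pol2-S7p, and leaving out chromosome Y gave 91.4% for Pol2-S7p by Pol2-S5p. In all, 11 of 40 shares stayed within their interval.

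Without H3K27me3 regions over 10 kb, H3K27me3 was touched by Pol2-S5p in 51.7% and by Pol2-S7p in 38.7% of regions, and touched 21.8% and 21.5% of theirs. The states were 1826 PRCa, 646 PRCr, 673 H3K27me3 only, 2118 Pol2-S5p only and 19 H3K27me3 with Pol2-S7p. H3K27me3 was then at 0% of Hox genes (PRCr 0%), 10.3% of developmental factors (PRCr 5.77%), 16.2% of pluripotency genes (Active 81.1%), 9.38% of Polycomb, 3.53% of ribosomal (Active 95.3%), 2.74% of oxidative phosphorylation, 4.76% of glycolysis, 2.56% of proteasome, 22.9% of signalling, 26.5% of imprinted (PRCa 22.4%), 48.3% of germline, 18.2% of fibroblast, 17.4% of extraembryonic, 42.3% of neuronal, 8% of blood and immune, 0.915% of olfactory, 50.9% of protocadherin, 10.7% of zinc finger and 11.1% of cell cycle genes, and 7.14% of those taken from the study. The losses follow from the width of the regions at these promoters. Random lists were not drawn again under this setting, and no setting left out wide polymerase regions.

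With H3K27me3 over the whole window, it was at 96.8% of developmental factors, 72.9% of signalling, 37.9% of germline, 11.9% of histone (PRCa 11.9%), 36.7% of imprinted (PRCa 22.4%), 1.01% of olfactory, 42.1% of protocadherin and 12.9% of zinc finger genes, and 38 promoters had H3K27me3 with Pol2-S7p. With a window of 4 kb it was at 100% of protocadherin genes. With protein-coding genes alone, by construction, 1179 promoters had H3K27me3 only, 4905 no mark, 496 Pol2-S5p only, 81 Pol2-S7p only and 35 H3K27me3 with Pol2-S7p.

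For the polymerase pair, H3K27me3 with Pol2-S5p and H3K27me3 with Pol2-S7p in that order, r was 0.745, 0.369 and 0.325 in bins of 100 kb, 0.859, 0.581 and 0.553 in bins of 500 kb, and 0.760, 0.326 and 0.308 without empty bins. With covered length per bin it was 0.883 for the polymerase pair and 0.363 for H3K27me3 with Pol2-S7p. With windows of 4 kb, promoters were touched by 40.9% of H3K27me3, 41.7% of Pol2-S5p and 45.6% of Pol2-S7p regions and gene bodies by 25.3%, 27.6% and 26.0%, since a wider window takes more. By the middle of the region, 15.8%, 20.3% and 20.3% fell in promoters, 38.7%, 42.3% and 44.5% in gene bodies and 45.5%, 37.4% and 35.2% between genes. The region files hold no read counts. The study gives the sequencing depth in a supplementary dataset, which was not used here, so how depth limits the lists was not measured.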

Other observations

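The tests of CpG content, of repeated sequence, and of regions that score high with any antibody were chosen only after the results were seen, as were the relation of Pol2-S5p and Pol2-S7p widths by chromosome and the 4 gene families described here.

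Keratin genes, which build the filaments of skin and hair, had H3K27me3 only at 25 of 53 promoters (47.2%, 33.3 to 61.4; random lists 0 to 13.2%) and no mark at 20. The beta protocadherin genes had it at 17 of 22 (77.3%, 54.6 to 92.2; random 0 to 18.2%). Genes of the mitochondrial ribosome were Active at 71 of 78 promoters (91.0%, 82.4 to 96.3; random 25.6 to 46.2%), and beta defensin genes, which encode antimicrobial peptides, were Inactive at 37 of 42 (88.1%, 74.4 to 96.0; random 11.9 to 38.1%).

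Both sex chromosomes were covered less than autosomes, by 3.75%, 6.43% and 4.15% on X and 3.41%, 3.57% and 3.99% on Y for H3K27me3, Pol2-S5p and Pol2-S7p, against 9.21%, 12.8% and 10.2%. The median widths were 2600, 1600 and 2000 bp on X and 5800, 3200 and 6200 bp on Y, against 3400, 1800 and 2200 bp on autosomes, so regions on Y had higher medians, but their means were lower, at 5.62, 5.06 and 8.69 kb against 14.4, 11.7 and 12.02 kb, and on X 6.38, 6.81 and 6.65 kb. The line is male, with 1 copy of each.

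The mean widths of the regions were 13631 bp for H3K27me3, 11296 bp for Pol2-S5p and 11700 bp for Pol2-S7p. These lie well above the average that the study gives, while the medians here lie within it.

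The first pattern weighed was the 4631 promoters with all 3 marks, for which no biological explanation was tested, since the design gives none. Wide H3K27me3 regions touched 2808 promoters with both polymerase marks, 1.28 times the mean of 2196 under local shifts (range 2000 to 2392), so regional density alone does not account for all of them, though it could give most of that number. Narrow regions touched 1826, 4.96 times the mean of 368 (304 to 502), which argues against density for that part. Over 19 autosomes, the share of polymerase-marked promoters with H3K27me3 and the mean H3K27me3 width had a rho of 0.367 (bootstrap interval -0.0760 to 0.682; two-sided permutation p 0.121, adjusted over 4 relations by Benjamini-Hochberg 0.484; r 0.40, p 0.0897; without the 2 farthest chromosomes rho 0.353, r 0.448), and with close genes kept 0.258 (-0.198 to 0.640; p 0.286, adjusted 0.572; r 0.34, p 0.155; without the 2 farthest rho 0.194, r 0.290), which leaves open whether regions joined by the peak finder add to the class. These promoters had a median CpG ratio 0.136 (0.121 to 0.151) above that of Active promoters, so CpG content may contribute and remains open.

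The second pattern was the 100 highest-scoring H3K27me3 regions, with a median width of 2000 bp and 12 of them over 10 kb (up to 95.4 kb among the 10 highest), and again no biological explanation was tested. Their repeat-masked share differed from that of other regions of like width by a median of -3.08 percentage points (-7.54 to 0.930), which leaves reads from repeats open. Of them, 7 touched one of the 100 highest-scoring Pol2-S5p or Pol2-S7p regions, against 0 to 3 in 1000 random draws of 100 other H3K27me3 regions, so sequence that scores high with any antibody is a candidate explanation for these 7. The other 93 touched none of those polymerase regions. Polymerase regions below the 100 highest were not tested, so this miss cannot decide the question. That explanation and others stay open for the 93.

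The third pattern was the difference in mean width between autosomes, from 8.76 kb on chromosome 9 to 23.6 kb on chromosomes 4 and 5 for H3K27me3. The mean widths of Pol2-S5p and Pol2-S7p regions had a rho of -0.0140 over the 19 autosomes (-0.422 to 0.422; two-sided permutation p 0.958, adjusted 0.958; r 0.0189, p 0.941; without the 2 farthest r 0.0182), a relation that holds no measure of gene content. H3K27me3 width and genes per Mb had a rho of 0.0158 (-0.446 to 0.483; p 0.952, adjusted 0.958; r -0.0195, p 0.938; without the 2 farthest r -0.0387). The latter argues against a strong dependence of H3K27me3 width on genes per Mb, and a weaker one stays open within this interval, as does gene content for the polymerase marks. No biological explanation was tested, and calling of regions separately on each chromosome, which the sources used here do not describe, was not tested either and stays open.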
